A study of Mus musculus with 6 samples. Its data were reported in "Brown Adipose Tissue Harbors a Distinct Sub-Population of Regulatory T Cells" (2015).

How the data were processed

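Brown adipose tissue (BAT) was profiled by microarray in 6 female mice, FoxP3 DTR B6 in the labels (Foxp3-DTR here; the methods of the study give a longer strain name), in which cells with an active Foxp3 promoter carry the receptor for diphtheria toxin and are killed when the toxin is given. Per the labels, the mice were kept singly at 22°C for 1 week, received diphtheria toxin (DT, 3 mice) or phosphate-buffered saline (PBS, 3 mice) by intraperitoneal injection on 2 consecutive days, were moved to 4°C after the first injection and were killed after 2 days in the cold. The methods of the study give a milder cold temperature for these mice than the labels and its results do; the labels were followed. Groups and animal numbers came from the sample titles (DT 5, DT 9 and DT 16; PBS 12, PBS 18 and PBS 20). Each array is treated as 1 mouse, as the series' design states biological replicates. The groups share no animal number, so no pairing was available and no block entered any fit; the labels give no batch.

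Total RNA was labelled with biotin and hybridised to Affymetrix GeneChip arrays. The deposited values are log2 expression estimates, 1 per Entrez gene, which the authors made by grouping the probes with a custom chip definition file; the submitters' processing notes name RMA (robust multi-array average, which subtracts background and summarises the probes of a gene) and the methods name quantile normalization. The array design named in the methods was not verified. The features include 527 of the Mir gene family and 65 of the Snord gene family, and whether that design covers them was not checked. The sorted values were identical in 5 arrays, and those of DT 5 lay within 0.00179 of them, so the distribution of the 6 arrays is the same by construction, with a median of 5.10 and a range of 3.01 to 14.1. Such values carry relative changes: a shift of all genes in 1 group has been removed, differences of weak genes can be compressed towards 0 by background, and those of the brightest genes are limited by the top of the range. There is no read depth for arrays, and the number of arrays limits the precision. Of the 25206 features, 23185 had 1 gene symbol in the platform annotation (updated by Entrez number) and 2021 had none; the latter were tested and counted but not named. No genome build is given in the sources used here, so no coordinates are printed.

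Differences were tested on the deposited log2 values with limma (lmFit and eBayes, version 3.58.1, in R 4.3.3), DT against PBS, 2-sided, with Benjamini-Hochberg adjustment over all 25206 features and a threshold of 0.05. A per-gene linear model without moderation was an alternative. The study itself used a mixed-model analysis of variance in other software, whose random terms and pooling of variance are not given in the sources used here, so it was not repeated here. Every log2 difference is DT minus PBS, values are mean ± SD with n = 3 mice per group, and SE is that of the moderated fit. Genes called higher or lower, or said to rise or fall, passed that threshold. The median residual SD over features was 0.123.

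A total of 52 gene lists (773 genes, 711 of them measured) covering immune and other cell types, brown fat function, metabolism and stress was tested with camera (limma; competitive test with a preset correlation of 0.01 between genes, 2-sided, Benjamini-Hochberg over the lists). Beside it camera was run with a correlation estimated from the data, as well as fry and preranked fgsea (version 1.28.0). Of these lists, 4 hold genes that the study itself named: 2 are its real-time PCR panels, part of whose genes it also used to check the arrays, and 2 are genes it picked from these arrays. The members called among all genes and those called when adjusted over the list alone are both given. The vacuolar proton ATPase and mitochondrial ATP synthase lists were compared through the difference of their mean log2 values per array with an exact permutation test over 20 relabelings. Sample structure was described with principal components, Pearson correlation across genes and average-linkage clustering, without a test.

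The tests, the gene lists, the alternative settings and the rule for naming genes were chosen before the data were examined, except for those named below and in the closing section as chosen after the data or results were seen. The rule named the 14 largest rises and 10 largest falls among called genes whose DT arrays all lay on 1 side of the PBS arrays (unnamed and predicted genes were counted only), all genes of the study's 4 lists, up to 4 called members of each other list by smallest p or, where none was called, the 2 members with the smallest unadjusted p, and Foxp3. The alternative settings were quantile normalization once more, centring on the array median, cyclic loess, leaving out features in the lowest 25% or below the median of mean signal, an intensity trend with a robust prior, array weights, the unmoderated model, a criterion of 2-fold with an unadjusted p under 0.01, an adjusted p under 0.1, lists without shared members, and leaving out each array in turn. A further pair of alternatives, chosen after the data were seen, left out Atp6v0d2 from its list and used the mean of the skeletal muscle list as a covariate. No gene had more than 1 feature, so the alternative of averaging a gene's probes did not apply.

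The fits were tested on simulated data with the means and spread of the real features and 200 changed genes. At this group size limma recovered 40.3% of genes changed by 0.5 on the log2 scale, 88.1% of those changed by 1 and 97.0% of those changed by 2, against 13.4%, 52.2% and 75.8% without moderation, and 4 of the 154 genes called by limma were false. In the simulated list test, both shifted lists were called and none of 41 lists without shifted members was. The simulated genes varied independently of each other. In the real lists the estimated correlation reached 0.45 for type I interferon response and 0.95 for skeletal muscle genes. These rates therefore need not hold for the real data, and false calls of correlated lists were not tested.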

Results

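To ask which transcripts in cold-exposed BAT differ when Foxp3-expressing regulatory T (Treg) cells are targeted, gene expression was measured in 3 DT-treated and 3 PBS-treated Foxp3-DTR mice, with 1 array per mouse and 25206 features per array. The arrays separated by treatment. The first principal component held 40.5% of the variance, with scores of -16.2, -20.1 and -19.5 for DT 5, DT 9 and DT 16 and of 24.9, 9.43 and 21.5 for PBS 12, PBS 18 and PBS 20, so that PBS 18 lay nearest to the DT arrays. The second held 18.5%. Pearson correlations across genes, which are not independent replicates, were 0.9935 to 0.9944 within groups and 0.9895 to 0.9934 between them, and the first branching of the dendrogram matched the groups.

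Foxp3, the transcription factor that defines Treg cells and whose promoter drives the toxin receptor, was at 4.56 ± 0.16 in PBS and 4.40 ± 0.10 in DT (SD, n = 3). The difference of -0.16 (SE 0.10) did not pass the test (adjusted p = 0.587), and the groups overlapped. Its mean lay at the 40.2nd percentile of all features. On these arrays Foxp3 therefore neither bears out the labels nor contradicts them. The study measured Foxp3 in BAT and spleen by real-time PCR in larger groups of mice and reports a loss of Foxp3-expressing cells after DT, the direction that the labels give. Of 17 measured Treg cell genes none was called, with a median difference of -0.02, and none was called when adjusted over the list alone. Gpr83 had the smallest unadjusted p (difference 0.20, adjusted p = 0.462).

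DT treatment was accompanied by a broad change of the BAT transcriptome, mainly upwards. A total of 436 features were called, 324 higher and 112 lower in DT, of which 126 were at least 2-fold higher and 19 at least 2-fold lower. The largest rise was that of Itih4, a secreted acute-phase protein, at 29.4-fold (11.44 ± 0.61 in DT against 6.56 ± 0.51 in PBS, n = 3, adjusted p = 0.00215). It was followed by the macrophage elastase Mmp12 (log2 difference 3.97), the phagocyte glycoprotein Gpnmb (3.75), the monocyte chemoattractant Ccl2 (3.44), the proton pump subunit Atp6v0d2 (3.35), the chemokine Ccl7 (3.30), the metalloproteinase inhibitor Timp1 (2.72), the transcription factor Egr1 (2.71), the interferon-induced GTPase Iigp1 (2.52), the ATP-gated channel P2rx7 (2.50), galectin-3 (Lgals3, 2.45), the matrix glycoprotein tenascin C (Tnc, 2.33), the chemokine Ccl3 (2.32) and the inhibitory receptor Lilrb4a (2.24). Their SE lay between 0.11 for Atp6v0d2 and 0.35 for Itih4.

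The largest fall was that of the fructose transporter Slc2a5, at 9.61 ± 0.30 in PBS and 6.70 ± 1.07 in DT (difference -2.90, SE 0.48, n = 3, adjusted p = 0.0354). Its DT values were uneven, at 7.94 in DT 5, 6.18 in DT 9 and 5.99 in DT 16. Further falls were seen for Ttc25 (-2.24), the sorting receptor Sorcs2 (-2.00), the gastric proton pump subunit Atp4b (-1.92), Adap1 (-1.74), Dixdc1 (-1.62), the neurotrophin receptor Ntrk3 (-1.53), the soluble adenylyl cyclase Adcy10 (-1.45), Shroom1 (-1.39) and the Wnt agonist Rspo4 (-1.36). A further 2 features without a name or with a predicted name fell by more than the last of these.

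**Figure D1:**
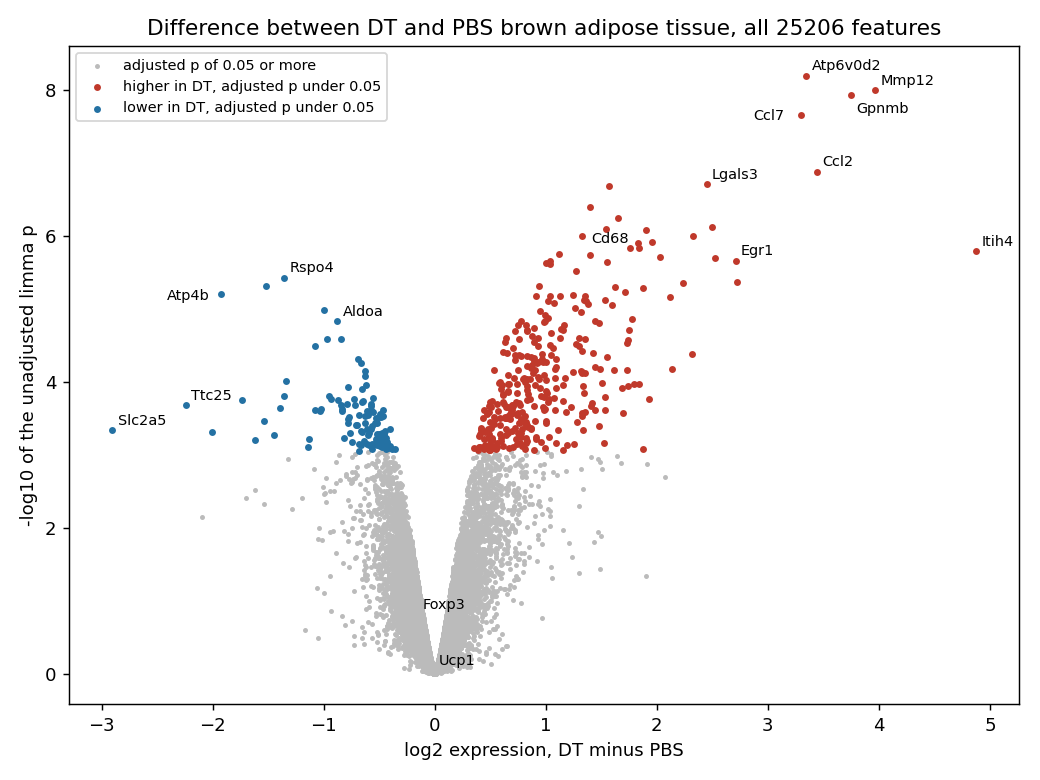
Difference in log2 expression between DT and PBS (x axis, positive values higher in DT) against -log10 of the unadjusted limma p (y axis), 1 point per feature, with features past an adjusted p of 0.05 in red (324 higher) and blue (112 lower). The largest rises, from Itih4 (4.88) to Ccl7 (3.30), exceeded the largest fall, that of Slc2a5 (-2.90), in size, and Ucp1 and Foxp3 lay among the features that were not called.

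All 436 called features had the 3 DT values apart from the 3 PBS values, a pattern found in 18.6% of all features and in 10% by chance. A per-gene linear model without moderation called 0 features after adjustment and 2986 at an unadjusted p under 0.05, against 3344 with limma. The count fell to 135 without DT 9, 137 without DT 16, 147 without PBS 12 and 140 without PBS 20, and was 295 without DT 5 and 374 without PBS 18. It was 659 (466 higher, 193 lower) with an intensity trend and a robust prior, 736 (502 higher, 234 lower) at an adjusted p under 0.1 and 177 (148 higher, 29 lower) with a 2-fold change and an unadjusted p under 0.01. A total of 97 features were called in each of the 6 fits with 1 array left out, and all 436 kept their direction in each. Among the 14 named rises, Ccl3 alone lost its call, without DT 9 or PBS 20 (adjusted p up to 0.0514). Of the 10 named falls, Atp4b and Rspo4 held throughout. The other 8 lost theirs without DT 9, PBS 12 or PBS 20 and in part without other arrays (Slc2a5 up to an adjusted p of 0.137).

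Macrophage genes were higher in DT as a list. Of 20 measured macrophage genes, 8 rose and none fell (12 higher when adjusted over the list alone), with a median difference of 0.65 (camera adjusted p = 6.94e-16). Cd68, a lysosomal protein of macrophages, rose from 8.65 ± 0.25 to 10.48 ± 0.03 (SD, n = 3; 3.56-fold, adjusted p = 0.00197), and Gpnmb, Lgals3 (10.94 in DT against 8.49 in PBS) and cathepsin S (Ctss, difference 1.91) rose as well. Monocyte genes rose in 3 of 11 cases (median 0.44; 6 when adjusted over the list alone), among them the integrin Itgam (1.73), Plac8 (1.01) and Ms4a4c (0.82, a weak signal). The camera adjusted p of the monocyte list was 2.91e-10. Of 11 Fc receptor and phagocyte oxidase genes 3 rose, Fcer1g (0.87), Tyrobp (0.90) and Cyba (0.98), and 9 when adjusted over the list alone (median 0.66, camera adjusted p = 2.91e-10). Of 13 genes of lipid handling in phagocytes 5 rose, among them Mmp12, Gpnmb, Trem2 (1.72) and Msr1 (1.55), and 6 when adjusted over the list alone (median 0.20, camera adjusted p = 2.22e-08). Lysosome genes were higher as a list (median 0.12, camera adjusted p = 1.14e-06), with 1 of 20 called, Ctss, and 7 when adjusted over the list alone. None of these list calls held with an estimated correlation: adjusted p = 0.077 for macrophage, monocyte and phagocyte lipid genes, adjusted p = 0.0978 for Fc receptor genes and adjusted p = 0.111 for lysosome genes with an estimated correlation. With arrays left out in turn, Cd68, Gpnmb, Lgals3, Ctss, Mmp12 and Trem2 kept their calls. Itgam (without DT 16 or PBS 12), Fcer1g (without DT 9 or PBS 12) and Msr1 (without DT 9, PBS 12 or PBS 20) lost theirs, with adjusted p up to 0.0667, 0.0526 and 0.055. Plac8, Tyrobp and Cyba did so in at least 4 of the fits, and Ms4a4c in all 6.

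Genes of alternatively activated macrophages were not called as a list (14 measured, median 0.10, camera adjusted p = 0.135). The lectin Cd209a fell (-0.75, adjusted p = 0.0441) and no member rose, while 3 were higher and 1 lower when adjusted over the list alone. The call of Cd209a was lost with any 1 array left out (adjusted p up to 0.139). Neutrophil genes were called higher with a small median of 0.13 (camera adjusted p = 0.0119; adjusted p = 0.111 with an estimated correlation), and of 14 genes only the iron-binding lipocalin Lcn2 rose (1.53), also when adjusted over the list alone. The neutrophil call was lost without DT 5 (adjusted p = 0.0742). Dendritic cell genes (12 measured, Cd209a lower, also over the list alone, median -0.04, camera adjusted p = 0.738) were not called as a list. The same held for class II antigen presentation genes (0 of 10, also over the list alone, median -0.13, adjusted p = 0.29; Ciita -0.27, H2-Eb1 -0.26). Of 13 eosinophil and mast cell genes none was called, and 1 was higher when adjusted over the list alone (median 0.07, adjusted p = 0.121; Hdc 0.44, Kit -1.04).

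CC chemokines, which attract monocytes and other leukocytes, rose in 5 of 18 measured cases (6 higher and 1 lower when adjusted over the list alone; median 0.23, mean 0.83, camera adjusted p = 1.58e-08; adjusted p = 0.077 with an estimated correlation). Ccl2 rose 10.9-fold and Ccl7 9.82-fold, and Ccl3, Ccl6 (2.14) and Ccl9 (1.79) rose too. Of the CXC chemokines, 3 of 14 rose (4 when adjusted over the list alone), namely the interferon-induced Cxcl9 (1.35), the B cell attractant Cxcl13 (1.33) and, at a weak signal, Cxcl2 (0.43). The list median was 0.34 (camera adjusted p = 3.54e-05; adjusted p = 0.077 with an estimated correlation). Toll-like receptor genes were higher as a list (median 0.16, camera adjusted p = 4.87e-05; adjusted p = 0.077 with an estimated correlation), with 2 of 16 called, Tlr13 (1.78) and Tlr7 (1.03), and 7 when adjusted over the list alone. Tlr8 differed by 1.02 (SE 0.26) without passing the test (adjusted p = 0.139). Ccl2, Ccl7 and Tlr13 kept their calls with each array left out. Ccl6, Ccl9, Tlr7, Cxcl9, Cxcl13 and Cxcl2 lost theirs without DT 9 or PBS 12 and in part without other arrays (adjusted p up to 0.144). Chemokine receptor genes were not called (0 of 18, also over the list alone, median -0.01, adjusted p = 0.8; Cx3cr1 -0.33, Ccr1 0.49). Nor were proinflammatory cytokine genes (14 measured, median 0.08, adjusted p = 0.0901), among which the interleukin-1 antagonist Il1rn alone rose (0.99), as it did when adjusted over the list alone; its call was lost without any array but PBS 18 (adjusted p up to 0.099).

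The study's lists were tested in the same way, but its array lists were picked on these samples and are not independent evidence of their direction. Of its 9 array immune genes, 8 rose, all but Tlr8, and 9 were higher when adjusted over the list alone (median 1.83, camera adjusted p = 2.64e-20). Theirs was the only list call that held with an estimated correlation (adjusted p = 0.0321). Of the 9 genes of its real-time PCR panel of inflammation, Cd68 and Ccl2 rose (3 when adjusted over the list alone; median 0.09, camera adjusted p = 0.000138; adjusted p = 0.111 with an estimated correlation). The study names both among the genes chosen for real-time PCR to check its arrays, so they are not independent evidence either. The others did not pass: Mrc1, a macrophage mannose receptor, differed by 0.71 (adjusted p = 0.134), Tnf by 0.15, Ifng by 0.09, Arg1 by 0.05, Il10 by 0.01, Il4 by 0.08 and Clec10a by -0.13. Tnf, Ifng, Arg1, Il10 and Il4 had means of 4.82 or less in both groups, below the array median of 5.10.

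**Figure D2:**
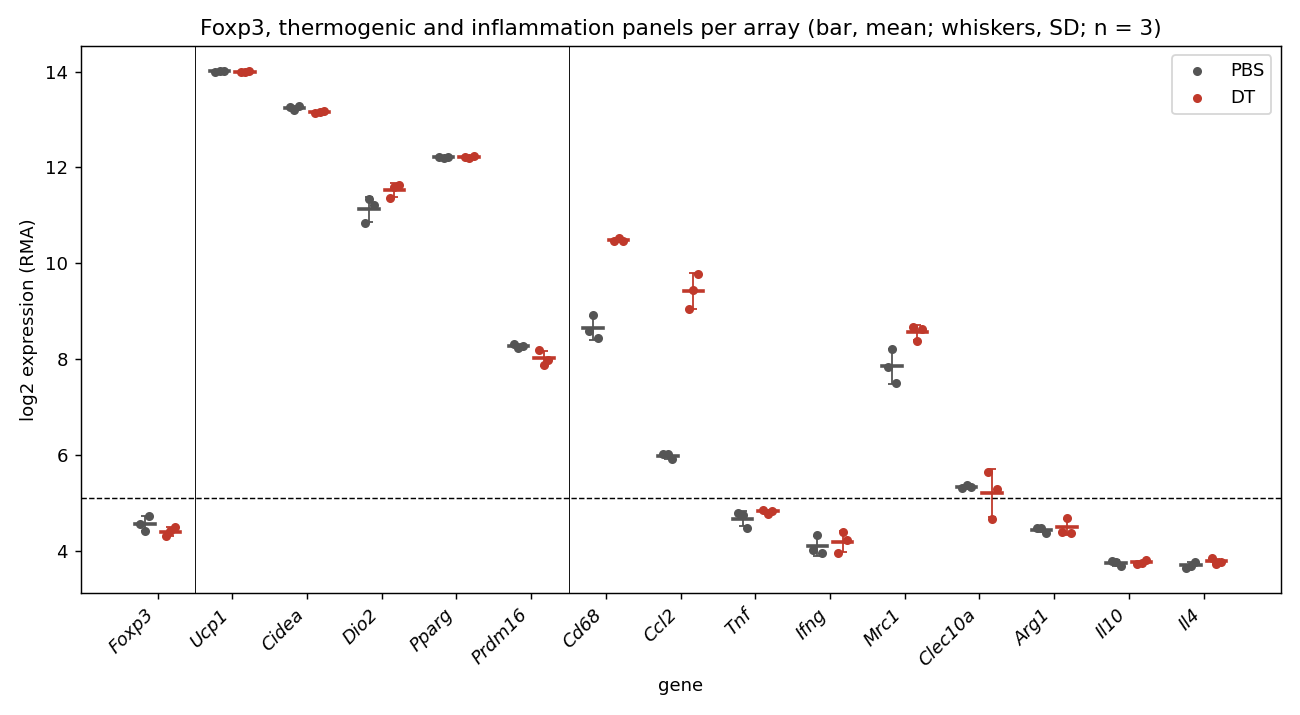
Log2 expression (y axis, RMA values) per array of Foxp3, the 5 thermogenic and the 9 inflammation genes of the study's panels (x axis) in PBS (grey) and DT (red); points are mice, bars the mean and whiskers the SD (n = 3), and the dashed line marks the median of all features at 5.10. Cd68 and Ccl2 were higher in each DT array than in any PBS array and were called. Mrc1 and Dio2 were also higher in each DT array, and Cidea and Prdm16 lower, without a call. Ucp1 lay near the top of the range in both groups, and Foxp3, Tnf, Ifng, Arg1, Il10 and Il4 lay below the dashed line.

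Interferon-induced genes were higher in DT as lists. Of 18 type I interferon response genes, 10 rose (15 when adjusted over the list alone; median 0.76, camera adjusted p = 2.64e-20; adjusted p = 0.0966 with an estimated correlation), among them the transcription factor Irf7 (8.29 ± 0.14 in DT against 6.64 ± 0.12 in PBS, n = 3), Usp18 (1.04), Oasl2 (1.62) and Xaf1 (1.08). Of 16 interferon gamma response genes, 9 rose (11 when adjusted over the list alone; median 1.12, camera adjusted p = 1.53e-13; adjusted p = 0.088 with an estimated correlation), including the GTPases Iigp1, Irgm2 (1.62) and Gbp2 (1.49) and the peptide transporter Tap1 (1.25). Irf7, Iigp1 and Irgm2 kept their calls with each array left out. Usp18 (without DT 16 or PBS 12), Xaf1 (without DT 16, PBS 12 or PBS 20), Oasl2, Gbp2 and Tap1 (without DT 9 or PBS 20) did not, with adjusted p up to 0.0709.

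No member of the T cell, B cell or NK cell lists was called. None of 15 T cell genes (median 0.07, camera adjusted p = 0.26; Cd4 -0.30, Cd28 0.32) or 11 B cell genes (median -0.04, adjusted p = 0.544; Bank1 -0.33, Pax5 -0.19) was called, nor was any when adjusted over the lists alone. The list of NK and cytotoxic cells was called higher with a median of 0.13 (camera adjusted p = 0.0133; adjusted p = 0.168 with an estimated correlation), although none of its 14 genes passed, also when adjusted over the list alone (Nkg7 0.59, adjusted p = 0.183; Ccl5 0.59, adjusted p = 0.293). Most of these genes gave low signals, with median percentiles of 40.4 for T cell, 31.1 for B cell and 36.5 for NK genes.

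Proliferation and matrix genes were higher in DT as lists, and part of their members rose. Of 23 proliferation genes 11 rose (19 higher and 1 lower when adjusted over the list alone; median 0.61, camera adjusted p = 3.37e-23; adjusted p = 0.077 with an estimated correlation), with the mitotic kinase Cdk1 at 3.87-fold, Mki67 at 2.90-fold, Top2a at 2.60-fold and Mcm6 at 1.72-fold. Of 16 fibroblast and extracellular matrix genes 7 rose and none had a difference below 0 (13 higher when adjusted over the list alone; median 0.64, camera adjusted p = 4.73e-18; adjusted p = 0.0966 with an estimated correlation), among them the collagens Col6a3 (1.12), Col3a1 (1.16) and Col1a2 (1.04), beside Timp1. Each of these genes kept its call with any 1 array left out, except Mcm6 without DT 16 (adjusted p = 0.0526).

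Immediate early genes, which respond to stress and growth signals within minutes, rose in 5 of 15 cases (11 when adjusted over the list alone; median 0.57, camera adjusted p = 1.68e-10; adjusted p = 0.0966 with an estimated correlation), with Egr1, Atf3 (1.84), Jun (1.30) and Egr2 (0.93). Of 14 acute phase and glucocorticoid-induced genes, Saa3 (1.30), haptoglobin (Hp, 1.36) and Lcn2 (1.53) rose, all of them acute phase genes (8 higher when adjusted over the list alone; median 0.55, camera adjusted p = 5.12e-09; adjusted p = 0.137 with an estimated correlation). Heat shock and unfolded protein genes were called as a list (median 0.17, camera adjusted p = 0.00853; adjusted p = 0.111 with an estimated correlation) with 0 of 18 genes passing and 2 when adjusted over the list alone (Pdia4 0.40, adjusted p = 0.0518; Hspa1a 2.07, adjusted p = 0.0816). Circadian clock genes were called higher (median 0.11, camera adjusted p = 0.0439; adjusted p = 0.382 with an estimated correlation), with 3 of 16 genes higher, Nfil3 (1.15), Bhlhe41 (1.08) and Nr1d1 (0.64), and 6 higher and 3 lower when adjusted over the list alone. The list call was lost without DT 5, DT 16, PBS 12 or PBS 18 (adjusted p up to 0.109). Hypoxia genes (13 measured, only Pdk1 called, lower; 2 higher and 3 lower when adjusted over the list alone; median -0.05, adjusted p = 0.406) and ribosomal protein genes (0 of 21, also over the list alone, median 0.02, adjusted p = 0.978; Rps15 0.81, Rpl19 -0.53) were not. Ribosomal protein genes gave low signals, with a median percentile of 44.1. Of the immediate early, acute phase and clock genes, Egr1, Atf3, Jun and Saa3 kept their calls with each array left out. Hp lost its call without PBS 20 (adjusted p = 0.067), Lcn2 did so without every array but DT 5 (up to 0.142), and Egr2, Nfil3, Bhlhe41 and Nr1d1 without DT 9, DT 16 or PBS 20 and in part without other arrays (up to 0.117).

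No gene of the brown adipocyte lists was called. Of 25 genes of the thermogenic program none was called, over all genes or when adjusted over the list alone (median 0.02, camera adjusted p = 0.978; Acot11 -0.47, Bmp8b -0.30). Ucp1, the uncoupling protein that dissipates the proton gradient as heat, was at 14.01 ± 0.01 in PBS (n = 3) and differed by -0.01 in DT (SE 0.06, adjusted p = 0.973). It had rank 2 from the top among all features, near the upper end of the range, where a difference can be compressed. The remaining genes of the study's thermogenic panel differed by -0.09 for Cidea (adjusted p = 0.683), 0.40 for the deiodinase Dio2 (0.278), 0.01 for Pparg (0.981) and -0.26 for Prdm16 (0.299), and none of the 5 was called, also when adjusted over the list alone (median -0.01, camera adjusted p = 0.864). By real-time PCR in larger groups of mice, the study reports lower thermogenic gene expression in BAT after DT. It names Prdm16 and Dio2 among the genes chosen to check its arrays. Here the DT values of Cidea and Prdm16 all lay below the PBS values. Those of Dio2 all lay above, opposite to the lower thermogenic expression that the study reports. Such separation was found in 18.6% of all features, and none of these genes was called. The 14 pan-adipocyte (median 0.02, adjusted p = 0.353; Plin4 0.50, Slc2a4 -0.27), 11 white adipocyte (median 0.08, adjusted p = 0.284; Agt 1.04, Mest -0.38), 18 fatty acid oxidation (median 0.02, adjusted p = 0.406; Cpt1a 0.51, Ehhadh 0.47) and 14 lipolysis and lipid droplet genes (median 0.03, adjusted p = 0.463) held no called gene. When adjusted over the list alone, 1 pan-adipocyte and 1 lipolysis gene were higher.

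Single genes of glucose use were lower in DT, while camera did not call the glycolysis list. Aldolase A (Aldoa) fell from 8.12 ± 0.11 to 7.24 ± 0.07 (n = 3, difference -0.88, SE 0.09, adjusted p = 0.00591), the pyruvate dehydrogenase kinase Pdk1 fell by 0.65 and hexokinase 2 (Hk2) fell by 0.44. Hexokinase 3 (Hk3) rose (0.53). Of 21 glycolysis genes these aldolase and hexokinase genes were the 3 called (median -0.04, camera adjusted p = 0.137; 1 higher and 4 lower when adjusted over the list alone). Fry, which asks if the genes of a list move one way on balance and does not compare them with other genes, called the list lower (adjusted p = 0.0396). The 7 glucose genes named by the study on these samples, which are not independent evidence, held 3 falls, Aldoa, Slc2a5 and Pdk1 (5 lower when adjusted over the list alone; median -0.65, camera adjusted p = 3.62e-06; adjusted p = 0.077 with an estimated correlation), beside uncalled differences of -0.94 for Pgm3 (adjusted p = 0.203), -0.46 for Pgk1, -0.40 for G6pc and -0.03 for Hk1. Of 10 glucose and fructose transporters only Slc2a5 fell (median -0.08, camera adjusted p = 0.391; 1 higher and 3 lower when adjusted over the list alone). Aldoa kept its call with each array left out (adjusted p up to 0.0344), while Pdk1, Hk2 and Hk3 lost theirs without DT 9, DT 16, PBS 12 or PBS 20 (adjusted p up to 0.151).

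Genes of mitochondrial respiration lay slightly lower in DT. Complex I genes had a median of -0.08, with 29 of 34 below 0 and none called, also when adjusted over the list alone (camera adjusted p = 0.00127; adjusted p = 0.102 with an estimated correlation; Ndufb10 -0.22, Ndufb11 -0.30). Genes of complexes III and IV had a median of -0.07 over 21 genes, with none called, also when adjusted over the list alone (camera adjusted p = 0.03; adjusted p = 0.466 with an estimated correlation; Cycs -0.32, Cox7b -0.62). Of 23 genes of pyruvate dehydrogenase and the TCA cycle, only Pdk1, an inhibitor of pyruvate dehydrogenase, fell (2 lower when adjusted over the list alone; median -0.05, camera adjusted p = 0.0385; adjusted p = 0.217 with an estimated correlation). The last 2 lists lost their calls without DT 5, DT 16 or PBS 12 and in part without other arrays (adjusted p up to 0.163 and 0.116).

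Lipogenic genes were lower as a list. Of 18 genes the carbohydrate-responsive factor Mlxipl (11.01 ± 0.12 in DT against 11.58 ± 0.01 in PBS, n = 3, adjusted p = 0.0235) and the sterol-responsive factor Srebf1 (-0.47, adjusted p = 0.0371) fell, and 10 were lower when adjusted over the list alone (median -0.32, camera adjusted p = 6.77e-07; adjusted p = 0.217 with an estimated correlation). Both gene calls were lost without DT 9, DT 16, PBS 12 or PBS 20 and in part without other arrays (adjusted p up to 0.152), with the direction kept.

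To separate the ATP-related genes of the respiratory chain from those of acidified vesicles, subunits of the mitochondrial ATP synthase were set against those of the vacuolar proton ATPase, which acidifies lysosomes. None of 13 mitochondrial ATP synthase genes was called, also when adjusted over the list alone (median -0.06, camera adjusted p = 0.497; Atp5c1 -0.31, Atpif1 0.22). Of 17 vacuolar ATPase genes, Atp6v0d2 (7.24 ± 0.09 in DT against 3.90 ± 0.19 in PBS, n = 3, 10.2-fold) and Tcirg1 (0.55, lost with any 1 array left out, adjusted p up to 0.166) rose, as they did when adjusted over the list alone (median 0.09, camera adjusted p = 0.000351; adjusted p = 0.137 with an estimated correlation). The vacuolar mean minus the mitochondrial mean per array was -0.95 ± 0.07 in DT and -1.30 ± 0.06 in PBS, a difference of 0.35 on the log2 scale with no overlap between groups (2-sided exact permutation p = 0.1, the smallest that 20 relabelings allow). With the median of the list members the difference was 0.11, and without Atp6v0d2, an alternative chosen after the data were seen, it was 0.16.

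No list of endothelial, pericyte and smooth muscle, skin, erythroid, nerve or skeletal muscle genes was called. The DT values of Emcn, Kdr and Cdh1 all lay below the PBS values, and those of Pdgfrb and Pmp22 all above. These genes were named for their small p, and 18.6% of all features were separated in this way. Endothelial genes (0 of 15, median 0.03, camera adjusted p = 0.675; Emcn -0.27, Kdr -0.24) and pericyte and smooth muscle genes (0 of 10, median 0.08, adjusted p = 0.497; Pdgfrb 0.26, Myh11 0.19) held no called gene. Skin and epithelial (0 of 10, median -0.02, adjusted p = 0.484; Krt10 -0.30, Cdh1 -0.17) and erythroid genes (0 of 4 measured, median -0.62, adjusted p = 0.391; Slc4a1 -0.81, Hbb-b1 -1.05) held none either, also when adjusted over each list alone. In the nerve and Schwann cell list (11 measured, median -0.07, adjusted p = 0.978) the myelin gene Pmp22 rose (0.44, also over the list alone; lost with any 1 array left out, adjusted p up to 0.19). Skeletal muscle genes varied widely between mice of both groups. The mean of the 20 genes was 8.80, 8.91 and 6.04 in DT 5, DT 9 and DT 16 and 7.10, 8.75 and 7.61 in PBS 12, PBS 18 and PBS 20. Their median difference was 0.07 (camera adjusted p = 0.649), with 0 called, also when adjusted over the list alone (Mb -0.27, Myh2 0.65). With this mean as a covariate, chosen after the data were seen, 302 features were called, 250 higher and 52 lower, of which 289 were also called without it.

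**Figure D3:**
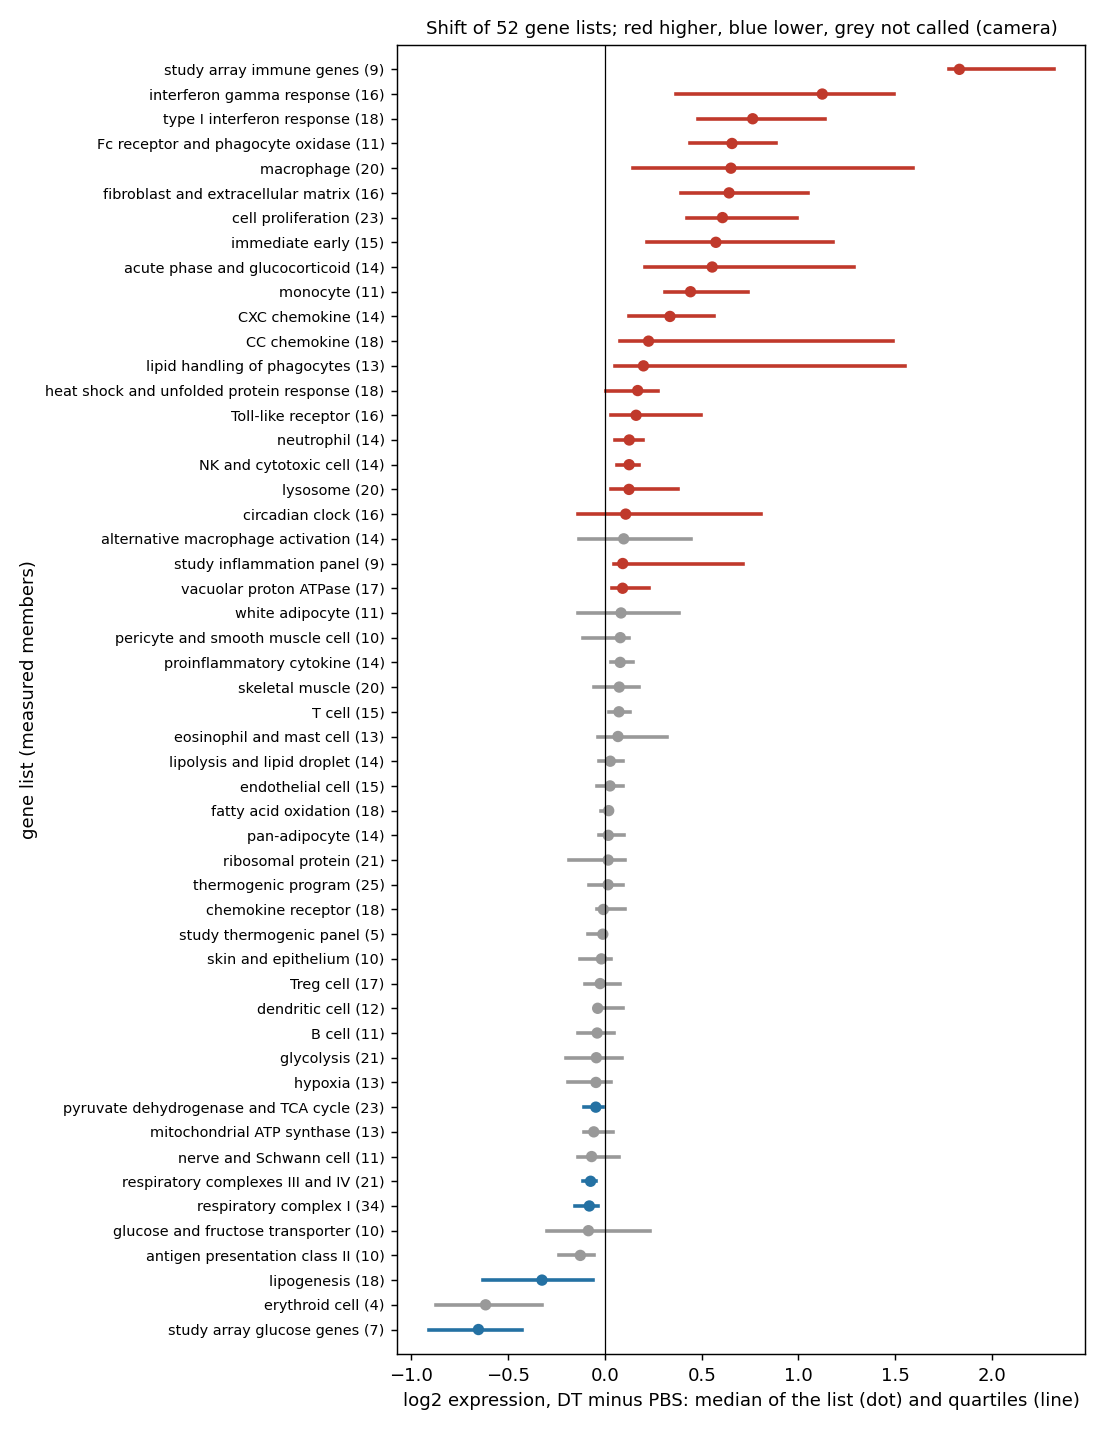
Median log2 difference between DT and PBS (x axis, dots; lines span the quartiles of the members) of the 52 gene lists (y axis, measured members in parentheses), in red or blue where camera with the preset correlation called the list higher (21 lists) or lower (5 lists) and in grey otherwise. The array immune genes of the study (1.83) and the interferon gamma response (1.12) had the highest medians, and the glucose genes of the study (-0.65) the lowest.

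In all, 26 of the 52 lists were called, 21 higher and 5 lower, and 22 of them in each of the 6 fits with 1 array left out. With an estimated correlation 1 was called. Lists with an estimated correlation below the preset 0.01 lost their calls too, such as the CC chemokines (-0.031) and the study's glucose genes (-0.126). In such lists the loss cannot come from correlation between genes, so a lost call is not by itself a sign of correlated genes. The very small p-values of camera with the preset correlation rest on the number of genes more than on the number of mice. The median, the mean and the test differed in sign in 6 lists that were not called, the Treg cell, dendritic cell, chemokine receptor, thermogenic program and ribosomal protein lists and the thermogenic panel of the study.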

Values the study reported

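From its array comparison of BAT with and without Treg cells, the study reported 107 significantly upregulated genes when Treg cells were absent. In its gene set enrichment analysis, the false discovery rate was 0.008% for leukocyte chemotaxis, 2.271% for cell proliferation and 0.113% for T cell proliferation. Among metabolic processes, the study gave 11.567% for ATP metabolic process, 8.646% for ATP biosynthetic process and 3.864% for ATP synthesis coupled to proton transport. It reports ATP metabolic processes as upregulated in BAT without Treg cells.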

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

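Among these alternative settings, the skeletal muscle covariate and the omission of Atp6v0d2 were the tests chosen only after the results were seen. Quantile normalization once more and centring on the median moved nothing, since the deposited values were already equalised, so they say nothing about stability. Cyclic loess gave 433 calls (345 higher, 88 lower; 410 shared), array weights 442, leaving out the lowest 25% of features 441 and leaving out those below the median 496. The intensity trend with a robust prior gave 659 calls, 193 of them lower. The criterion of 2-fold with an unadjusted p under 0.01 gave 177 (148 higher, 29 lower), of which 145 were shared with the main calls. An adjusted p under 0.1 gave 736 (502 higher, 234 lower), which is more by its construction. The unmoderated model gave 0 calls in total, 0 higher and 0 lower, and was not run for the lists. In simulated data it recovered fewer changed genes than limma, but still 52.2% of those changed by 1 and 75.8% of those changed by 2. The simulation therefore does not account for its 0 calls in the real data. The muscle covariate left 52 calls lower. With 1 array left out, calls ranged from 135 to 374, higher calls from 121 to 286 and lower calls from 10 to 88.

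Lists called lower numbered 3 after either signal filter and 3 with members of 1 list only. With an estimated correlation 1 list was called higher and 0 lower. With 1 array left out, lists higher ranged from 19 to 25 and lists lower from 3 to 6. Fry called 18 higher and 5 lower, as did fgsea. The cause of these shifts was not tested. Of the named genes that were called, all 74 kept their direction in each alternative run for single genes that measured them, and 31 kept their call with each array left out.

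Reversals concerned only uncalled genes. Hk1 was at 0.0038 with cyclic loess. With 1 array left out the range was -0.050 to 0.10 for Arg1, -0.11 to 0.070 for Hk1, -0.0094 to 0.21 for Ifng, -0.024 to 0.031 for Il10, -0.55 to 0.076 for Mb, -0.36 to 0.14 for Clec10a and -0.0063 to 0.020 for Pparg. The cause was not tested.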

Other observations

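The cholesterol pathway, the share of adipocyte RNA, the array-wide shift by cyclic loess and the symbol families were tests chosen only after the results were seen. Genes of cholesterol synthesis lay lower in DT. The named rule did not cover them, and Sqle (-0.97, SE 0.10, adjusted p = 0.0077), Fdft1 (-0.63, adjusted p = 0.031) and Fdps (-0.60, adjusted p = 0.0388) were singled out after their values were seen; Sqle encodes squalene epoxidase, and the other 2 encode enzymes upstream of it. Fdft1 and Fdps lost their calls in at least 5 of the 6 fits with 1 array left out (adjusted p up to 0.108 and 0.142). A single list of 24 pathway genes and regulators was then written, of which 19 were measured and all 19 had a difference below 0, with 3 called. Over the 16 members other than those 3 genes, the median was -0.46, and all 16 lay below 0 with none called (camera p = 3.01e-12; p = 0.0619 with an estimated correlation). Members with the largest differences were Cyp51 (-1.19, adjusted p = 0.117), Sc5d (-0.80, adjusted p = 0.0767) and Msmo1 (-0.75, adjusted p = 0.0881). That the pathway lies lower as a whole is a hypothesis, since it was found and tested on the same arrays.

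Genes grouped by the stem of their symbol gave 348 families of at least 8 members, of which 17 were called higher and 3 lower by camera, and 0 with an estimated correlation. The guanylate-binding proteins (Gbp), GTPases induced by interferon, rose in 6 of 10 cases with a median of 1.40 (camera adjusted p = 2.34e-08; adjusted p = 0.726 with an estimated correlation). Collagens (Col) rose in 9 of 44 cases (median 0.09, camera adjusted p = 1.02e-07; adjusted p = 0.795 with an estimated correlation). The mitochondrial ribosomal proteins had medians of -0.14 over 48 Mrpl genes and -0.17 over 28 Mrps genes, with none called (camera adjusted p = 6.55e-08 and 2.57e-05; adjusted p = 0.726 and 0.799 with an estimated correlation).

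The number of features called higher in DT was 324 here. That is higher than the value quoted from the study above. The models differ, and the variance pooling of the study is not given in the sources used here. The count of higher features depended on the model and the arrays, with 0 in the unmoderated model and 121 to 286 with 1 array left out.

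The count of changed genes was compared over the splits of the 6 arrays into 3 and 3. Of the 10 splits, 1, the real one, gave as many as 436 features, and the highest of the others gave 0. With 10 splits a share under 0.05 cannot be reached.

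For the rise of immune genes, lymph node tissue in the DT samples would shift B cell genes at least as much as macrophage genes, but the macrophage median exceeded the B cell median by 0.69, and the macrophage mean minus the B cell mean was at least 3.07 in each DT array and at most 2.35 in each PBS array. B cell genes gave low signals, however, with a median percentile of 31.1, where differences can be compressed. The comparison therefore cannot exclude lymph node tissue. A lower share of adipocyte RNA would raise all other cell types alike, but the shift of the endothelial mean was 0.0198 of that of the macrophage mean (0.02 against 0.96, with an SD of the endothelial mean of 0.03 in DT and 0.04 in PBS). Not all other types stayed behind: fibroblast and extracellular matrix genes had a mean difference of 0.78, with 16 of 16 above 0, so the values argue against a lower adipocyte share as the source for all types alike, not against a change in the mix of cells. Centring each array on its median cannot tell an array-wide shift apart from the treatment, since the arrays were quantile normalized and the 436 calls stayed the same. After cyclic loess, which moves genes by intensity, 410 of them held. That run also started from equalised values, so it cannot tell a shift of all genes apart from the treatment either. The macrophage mean minus the endothelial mean was at least -2.11 in each DT array and at most -2.92 in each PBS array. The macrophage and endothelial lists lie at different signal levels, however, with median percentiles of 68.7 and 90.9. More macrophages, or a changed state of those present, may account for the pattern, and neither was tested on these arrays. By MAC-2 staining of tissue sections, the study reports increased macrophage infiltration of BAT after DT. The array design does not separate the loss of Treg cells from other effects of the toxin. The study reports that DT left oxygen consumption of wild-type mice unchanged, and gives no expression values for them.

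For the fall of Aldoa and other glucose genes, more skeletal muscle in the PBS samples was examined. The muscle list had a median difference of 0.075, DT 5 and DT 9 lay above all PBS arrays in its mean, and Aldoa ranged over 0.12 among the DT arrays while that mean ranged over 2.87. These values argue against muscle content as the source of the fall in Aldoa. Treatment stays open as an untested explanation.

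For ATP-related genes, proton pumps of phagocytes rather than mitochondrial subunits are a candidate source of the rise that the study reports. Its gene sets were not tested here. The lists of complex I and of complexes III and IV were called lower, calls that were lost with an estimated correlation. The mitochondrial ATP synthase list had a median of -0.057, below 0, while the vacuolar list was called higher, as the explanation requires, although the list call was lost with an estimated correlation (adjusted p = 0.137). The vacuolar excess rested largely on Atp6v0d2, and which cells carried it was not measured.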
